A study of Mus musculus with 4 samples. Its data were reported in "Lipid-associated macrophages reshape BAT cell identity in obesity" (2024).

How the data were processed

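Gene expression was measured in single cells of the stromal vascular fraction of mouse brown adipose tissue, in 4 libraries of 1 group each. These were WT (10 weeks as labelled), db/db 8w (8 weeks), db/db 16w (16 weeks) and HFD (10 weeks as labelled). The deposited values were whole-number UMI counts per gene and barcode, which the authors made with 10x Genomics 3′ libraries and Cell Ranger on the mouse mm10 genome, and which held called barcodes only, before any quality filter, subsampling or integration. The header of the 4 count files named Cell Ranger 6.0.0. The whole-number counts were checked, as was the identity of the 32285 gene IDs in the 4 files. Gene coordinates were taken from GRCm38, where 32235 of the IDs (99.8%) were found.

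The comparisons, gene lists, marker lists, quality limits, clustering settings and the rule for naming genes were chosen before the data were examined. The naming rules for clusters, the ranking of doublets and the added alternatives named with the sensitivity values were set after the data were seen. With 1 library per group no test was run and no count of changed genes was made. Shares of cells were given exact (Clopper-Pearson) 95% binomial intervals, summed counts exact Poisson intervals, and ratios intervals from the exact conditional binomial. Differences of shares were given intervals built from those of both shares. These intervals cover counting error only and not the spread between mice or preparations.

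Barcodes were kept with over 250 and under 6000 genes, over 500 and under 30000 UMIs and under 15% mitochondrial UMIs. This kept 71.5% of barcodes in WT, 63.6% in db/db 8w, 89.5% in db/db 16w and 31.3% in HFD, 28887 cells in all. Median genes per kept cell were 2107 in WT, 1334 in db/db 8w, 1181 in db/db 16w and 1994 in HFD, and the kept UMIs were 45025949, 53420105, 26558173 and 32606428 in that order. From each library 5500 cells were drawn at random, except in HFD, where all 5462 were taken in both draws. As the libraries were clustered together, a second draw could still move HFD cells between clusters. In all 21962 cells were clustered.

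Doublets were scored with Scrublet in scanpy 1.11.5. Its automatic threshold called 48 cells in WT, 0 in db/db 8w, 165 in db/db 16w and 486 in HFD, so the cells with the highest scores were taken in place of it, down to the score at which the expected 0.8% per 1000 barcodes was reached. Cells tied at that score were all taken, so the share exceeded the expected one. This gave 417 (7.02%, against 6.65% expected), 1776 (15.2%, 14.6%), 320 (5.49%, 5.21%) and 787 (14.4%, 14.0%) predicted doublets in WT, db/db 8w, db/db 16w and HFD. They were kept in the main setting and removed in an alternative. On simulated doublets of a macrophage and a stromal cell, 200 per library, the caller found 74% in WT, 58.5% in db/db 8w, 79% in db/db 16w and 95% in HFD, and of those made from macrophages alone it called 2%, 12%, 8% and 20.5%.

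Cells were clustered with Seurat 5.3.0 in R 4.3.3. Counts were log-normalized, genes seen in over 3 cells were used, 2000 variable genes were chosen, and the 1816 left once marker genes were held out entered canonical correlation analysis (CCA) integration. The first 15 principal components and resolution 0.5 gave 18 clusters. Mono/MAC cells were clustered again in the same way, which gave 12 subclusters. Marker lists were written for 15 classes and 5 macrophage subsets. A cluster took the name of the list with the highest mean log2 fold against all other cells, among lists with at least 3 enriched markers, each seen in at least 10% of cells with a log2 fold above 0.25. If at least 3 of its 10 leading genes, each seen in at least 25% of cells, belonged to a list, that list named it. A cluster with more leading genes of another list stayed unnamed, or became unresolved immune where both lists were immune. It was called mixed if at least 50% of the markers of an immune class and of another class were enriched. A cluster with under 1 part in 3 of the median depth of its libraries also needed a marker of its list among its leading genes. A subcluster was called cycling if at least 50% of the 14 cell cycle genes were enriched. In the alternative naming each cell was named on its own by its highest mean of scaled marker values.

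Cells with a Ptprc UMI, and Mono/MAC cells with at least 2 UMIs of 14 cell cycle genes, were counted after each cell had been thinned at random to 1000 UMIs, and cells with fewer UMIs were left out. Expression in a class was the sum of UMIs over its cells, divided by all UMIs of the class, in CPM. Gene lists were summed, and the median log2 ratio of their genes (with 10 CPM added) was set against 10000 random lists, each gene drawn from the 50 genes nearest in mean CPM. Genes were named by a rule of size: those with at least 20 CPM in WT or in each of the 3 libraries of obese mice, with a level highest in that class among classes of at least 100 cells, were ranked by the smallest of their 3 absolute log2 ratios to WT among genes with the same direction in each, and the first 6 per direction were named. Mitochondrial, ribosomal protein, haemoglobin and listed genes were left out, and genes of the fixed lists were named whatever their values. Ttr and the 5 choroid plexus genes first seen with it were chosen after their values were seen. Genes that could be named numbered 1611 in Mono/MAC and 1734 in stromal-like cells. The same rule was tested on simulated data, in which summed counts of each class were drawn from a Poisson distribution with 200 genes changed and the genes that could be named numbered 1571 and 1638. Of 12 named genes, 12 were truly changed in each class. Of the raised genes 98 of 98 in Mono/MAC and 92 of 92 in stromal-like cells ranked first in the right direction, but of the lowered genes 20 of 102 and 79 of 108, since the others were no longer highest in their class and could not be named. The rule can therefore miss genes lowered in 1 class alone. Of 600 intervals 96.3% and 95.0% covered the set ratio. This tested counting error only, as the simulation held no spread between mice.

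Alternatives comprised resolution 1, no integration, a second draw, all cells without integration, a 10% mitochondrial limit, removal of predicted doublets, naming one by one, marker genes kept in the clustering, other denominators, thinning to 2000 UMIs, at least 4 UMIs of cycling genes, a pseudocount of 1 CPM, totals without genes above 1% of UMIs and the mean of the genes' ratios. A list of 14 genes of the response to cell isolation and a list of 11 choroid plexus genes were written for tests given in the closing section. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and matplotlib 3.10.9 were used. RNA velocity, trajectories and cell-cell interaction were not analysed here.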

Results

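Single-cell RNA sequencing was performed on the stromal vascular fraction (SVF) of mouse brown adipose tissue (BAT), which holds the immune, stromal and vascular cells that remain once the tissue is digested and the floating adipocytes are removed. The 4 libraries comprised wild-type (WT) mice, db/db mice and mice fed a high-fat diet (HFD). The db/db mice were aged 8 weeks (db/db 8w) or 16 weeks (db/db 16w). An age of 10 weeks was recorded for the WT and the HFD mice. As the study began the diet at an age of 10 weeks and fed it for 10 weeks, this record does not settle the age of the HFD mice. Legends of the study describe the sequenced WT and db/db mice as 8 and 16 weeks old, so the age of the WT mice stays open too. The db/db strain carries a mutation of the leptin receptor gene and develops obesity and diabetes, whereas HFD mice become obese through their diet. The question was which cells of BAT differ in number or in gene expression between lean and obese mice. By the study each library held the pooled SVF of 3 mice. With 1 library per group no replicates exist, so differences were not tested, and every 95% interval below covers counting error only. All ratios and differences were computed against the same WT library and therefore share its chance values. Age differed between the groups as well.

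The WT library held 8318 barcodes and 51357400 unique molecular identifiers (UMIs), the db/db 8w library 18306 barcodes and 61828295 UMIs, the db/db 16w library 6517 barcodes and 28504069 UMIs, and the HFD library 17440 barcodes and 57279299 UMIs. The share of barcodes with at least 15% of their UMIs from mitochondrial genes was 28.0% in WT, 35.6% in db/db 8w, 1.04% in db/db 16w and 68.5% in HFD. After the quality filters 5944, 11648, 5833 and 5462 cells remained in WT, db/db 8w, db/db 16w and HFD, with median depths of 6218.5, 3193, 2733 and 5066 UMIs per cell in that order. The median mitochondrial share of the remaining cells was 4.29% in WT, 5.94% in db/db 8w, 0.799% in db/db 16w and 10.5% in HFD. The libraries thus differed in depth and cell quality as well as in group.

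Lepr, the gene mutated in db/db mice, was examined first (ENSMUSG00000057722, a protein-coding gene on the plus strand of GRCm38 chromosome 4, 101717404 to 101815352). Over all quality-passing cells 25 Lepr UMIs were counted in WT, 16 in db/db 8w, 1 in db/db 16w and 8 in HFD. Scaled to a common library total (CPM), these counts corresponded to 0.555 CPM in WT, 0.2995 CPM in db/db 8w, 0.0377 CPM in db/db 16w and 0.245 CPM in HFD. The log2 ratio to WT was -0.89 in db/db 8w (95% interval -1.89 to 0.07), -3.88 in db/db 16w (-9.24 to -1.27) and -1.18 in HFD (-2.54 to 0.02). In db/db 8w and HFD a difference from WT was not detectable at this depth. Libraries that read the 3′ end of transcripts need not show a splice mutation as a lower count, and these counts were too few to check the genotype labels.

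Sex-linked genes were counted in every library. Xist (ENSMUSG00000086503, a long non-coding RNA gene on the minus strand of chromosome X, 103460366 to 103483254), which is transcribed from the inactive X chromosome of female cells, was held by 0.421% of cells in WT, 0.0687% in db/db 8w and 0.146% in HFD. In db/db 16w it was held by 37.7% of cells (95% interval 36.5 to 39.0). The Xist level was 207 CPM in db/db 16w, against 0.688 CPM in WT, 0.187 CPM in db/db 8w and 0.245 CPM in HFD. At least 1 UMI of the 4 Y-chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty was held by 62.7% of cells in WT, 43.1% in db/db 8w, 6.10% in db/db 16w and 61.6% in HFD. The summed level of these genes was 178, 164, 17.7 and 188 CPM in that order. The db/db 16w library therefore differed from the other 3 in its sex-linked transcripts, and each value for this library carries that difference as well.

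**Figure D1:**
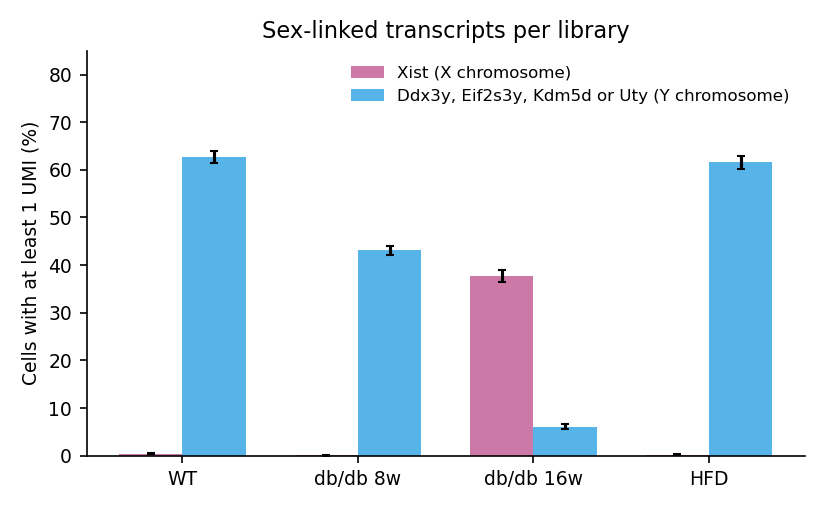
Percentage of quality-passing cells with at least 1 UMI of Xist (pink) or of a Y-chromosome gene (blue) in each library. Bars are single libraries and error bars are exact 95% binomial intervals; Xist was held by 37.7% of db/db 16w cells and by under 1% of cells in the other libraries.

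To determine the cellular makeup of each library, 5500 cells per library (all 5462 in HFD) were clustered together and the clusters were named by marker genes that had been held out of the clustering. The clusters were rebuilt here, so a difference from the published classes can lie in the rebuilt names. The share of cells in immune clusters was 25.6% in WT (95% interval 24.5 to 26.8), 46.2% in db/db 8w (44.9 to 47.5), 52.5% in db/db 16w (51.2 to 53.9) and 41.4% in HFD (40.1 to 42.7). The difference to WT was 20.6 percentage points in db/db 8w, 26.9 in db/db 16w and 15.8 in HFD. The setting that moved the db/db 8w and HFD differences furthest was not the same. Without integration of the libraries the db/db 8w difference was 5.35 percentage points. With endothelial-like cells left out of the denominator, the difference was 28.9 percentage points in HFD and 44.3 in db/db 16w. With quality-passing cells named one by one, the Mono/MAC share was 6.98 percentage points above WT in db/db 8w, 17.6 in db/db 16w and 10.5 in HFD. When barcodes removed by the mitochondrial limit alone were counted too, it was 2.93, 17.8 and 0.210 percentage points above WT, the last with an interval of -0.852 to 1.26. In WT 714 of the 2329 barcodes over that limit (30.7%) failed another filter as well and were not counted.

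Monocytes and macrophages (Mono/MAC) made up most of the immune cells. Mono/MAC-like cells were 1275 of 5500 cells in WT (23.2%, 95% interval 22.1 to 24.3), 2257 of 5500 in db/db 8w (41.0%, 39.7 to 42.3), 2472 of 5500 in db/db 16w (44.9%, 43.6 to 46.3) and 1878 of 5462 in HFD (34.4%, 33.1 to 35.7). The difference to WT was 17.9 percentage points in db/db 8w, 21.8 in db/db 16w and 11.2 in HFD. The db/db 8w value rested on 1 cluster of 1739 cells with a median of 1138 UMIs, of which 979 came from that library. This cluster had a single Mono/MAC marker, Pf4, among its 10 leading genes, and its cells had 0.334 times the median depth of their libraries. Without integration the db/db 8w difference was 2.69 percentage points, with a second random draw of cells 5.89, and with macrophage subclusters led by collagen or endothelial genes not counted 3.07. Over immune cells alone as denominator, the Mono/MAC share was 90.4% in WT, 88.8% in db/db 8w, 85.5% in db/db 16w and 83.1% in HFD, so the directions were reversed. An unresolved immune cluster with some markers of monocytes, described below, was in this denominator but was not counted as Mono/MAC. The difference of -1.64 percentage points in db/db 8w had an interval that included 0 (-3.61 to 0.41), while those of -4.89 in db/db 16w and -7.36 in HFD did not.

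**Figure D2:**
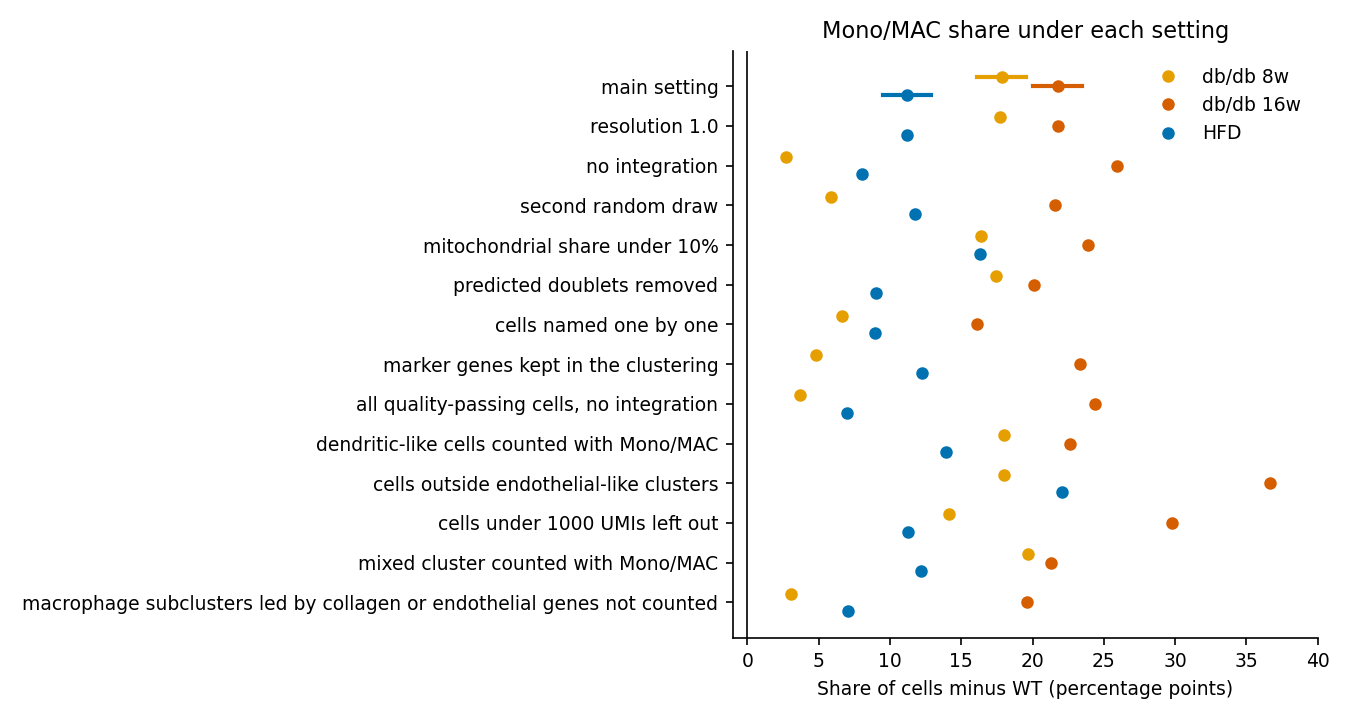
Difference in Mono/MAC-like share of cells to WT, in percentage points, for db/db 8w (yellow), db/db 16w (orange) and HFD (blue) under each setting. Lines at the main setting are 95% intervals of counting error; the db/db 8w difference lay between 2.69 and 19.7 percentage points over the settings drawn, and the share of immune cells, a different denominator, is not drawn.

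Among the other classes, stromal-like cells made up 47.9% of WT, 34.2% of db/db 8w, 17.9% of db/db 16w and 27.8% of HFD cells. Endothelial-like clusters held 2.89% of WT and 1.98% of db/db 8w cells, but 25.7% of db/db 16w and 25.2% of HFD cells. Within these clusters the endothelial gene Cldn5 was at 82.4 CPM in WT, 447 CPM in db/db 8w, 1770 CPM in db/db 16w and 1573 CPM in HFD, so the WT cells of this class carried little endothelial RNA. At resolution 1 the endothelial-like share of WT was 1.95%, while a separate unnamed cluster led by Ttr and Enpp2 held 54 WT cells. Some WT cells of this class may therefore be the Ttr cells described in the closing section. Named one by one, endothelial-like cells were 0.404% of all quality-passing cells in WT, 0.987% in db/db 8w, 20.4% in db/db 16w and 25.8% in HFD. T cell-like cells made up 1.31%, 2.75%, 3.31% and 1.57% of WT, db/db 8w, db/db 16w and HFD cells, and dendritic-like cells 0.618%, 0.782%, 1.51% and 3.31% in that order. An immune cluster that could not be resolved, with markers of neutrophils and of monocytes, held 0.527%, 1.65%, 2.78% and 2.12% of cells and was counted as immune. A cluster with markers of both macrophages and stromal cells was kept apart as mixed (1.22%, 3.05%, 0.764% and 2.22% of cells). A further cluster led by Meg3, Creb5 and Nova1 stayed unnamed and held 22.3% of WT, 14.6% of db/db 8w, 3.09% of db/db 16w and 3.46% of HFD cells. In it 15 of 20 stromal markers were enriched, but its leading genes held Ebf1 of the B cell list and no stromal marker. At resolution 1 the stromal-like share was 65.3% in WT, 40.8% in db/db 8w, 18.3% in db/db 16w and 28.5% in HFD. The main setting may thus count too few stromal-like cells, most of all in WT.

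**Figure D3:**
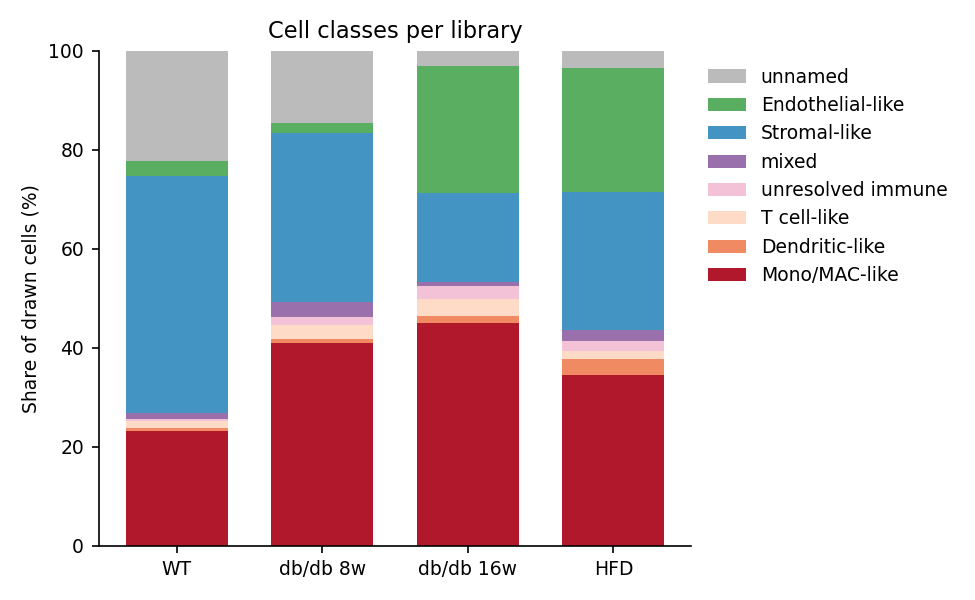
Share of drawn cells in each class, in percent, with 1 stacked bar per library. Mono/MAC-like cells (dark red) made up 23.2% of WT cells and 34.4% to 44.9% of cells in the other 3 libraries, whereas endothelial-like cells (green) were few in WT and db/db 8w.

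As a measure of immune cells that does not rest on clusters, cells with a transcript of Ptprc, which encodes the leukocyte marker CD45, were counted (ENSMUSG00000026395, protein-coding, minus strand of chromosome 1, 138062861 to 138175708). Each cell was thinned to 1000 UMIs, which left out 220 cells in WT, 2181 in db/db 8w, 1119 in db/db 16w and 9 in HFD. Ptprc was then held by 6.78% of cells in WT (95% interval 6.14 to 7.46), 14.8% in db/db 8w (14.0 to 15.5), 9.76% in db/db 16w (8.93 to 10.6) and 19.1% in HFD (18.1 to 20.2). Without thinning the shares were 18.3%, 29.5%, 27.5% and 44.2%. Stromal-like cells, which should lack the gene, held it in 0.228% of thinned cells in WT, 1.24% in db/db 8w, 0.218% in db/db 16w and 2.24% in HFD, at median depths before thinning of 9928, 5243, 2948.5 and 5095 UMIs, against 6218.5, 3193, 2733 and 5066 UMIs over all cells. The Ptprc level over all cells was 83.7 CPM in WT, 199 CPM in db/db 8w, 112 CPM in db/db 16w and 274 CPM in HFD. Thinning to 2000 UMIs moved the differences most, to 18.8 percentage points in HFD from 12.3. Ptprc per Mono/MAC cell was itself lower in db/db 16w, at 128 CPM against 324 CPM in WT, so the share in that library counts fewer of its Mono/MAC cells.

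Next, Mono/MAC cells were subclustered to ask whether lipid-associated macrophages (LAMs), which express genes of lipid uptake and lysosomes, made up more of them in obese mice. LAM-like cells, cycling ones included, were 6.12% of Mono/MAC cells in WT (95% interval 4.87 to 7.58), 12.9% in db/db 8w (11.6 to 14.4), 55.7% in db/db 16w (53.8 to 57.7) and 35.6% in HFD (33.4 to 37.8). The difference to WT was 6.82 percentage points in db/db 8w, 49.6 in db/db 16w and 29.5 in HFD. The setting that moved the difference furthest was not the same in each library: all cells without integration in db/db 8w (16.5 percentage points), cycling LAM-like cells left out in db/db 16w (31.1) and no integration in HFD (83.0). The last value included 631 HFD cells of a subcluster in which 3 of 17 LAM markers were enriched, at a mean log2 fold of -0.34, and was 45.6 without it. Without integration LAM-like subclusters separated largely by library. In the largest 1057 of 1075 cells came from db/db 16w, and in another 662 of 689 came from HFD. Shares of subsets without integration therefore also carry the separation of libraries. Cycling LAM-like cells alone were 1.02%, 2.75%, 19.6% and 7.35% of Mono/MAC cells in WT, db/db 8w, db/db 16w and HFD. Perivascular macrophage-like (PVM-like) cells were 65.3% of Mono/MAC cells in WT, 31.0% in db/db 8w, 19.5% in db/db 16w and 26.8% in HFD. Under the 5 other clusterings this share was 58.4% to 78.6% in WT, 34.2% to 57.1% in db/db 8w, 19.5% to 43.5% in db/db 16w and up to 28.7% in HFD, where without integration it was 6 of 1667 cells. Of the 3 PVM-like subclusters, 1 was led by heat-shock genes such as Dnajb1 and Hspa1b and another by inflammatory genes such as Ccl4 and Il1b. Cells in subclusters led by collagen genes (collagen-expressing macrophage-like, CEM-like) were 2.67%, 37.1%, 3.20% and 3.94% of Mono/MAC cells in that order, and in db/db 8w their median depth was 881.5 UMIs. This share depended on the clustering: in db/db 8w it was 5.20% without integration, 5.96% with the second draw, 9.06% with all cells and 12.4% with marker genes kept, against 2.18%, 1.62%, 6.07% and 10.4% in WT. At resolution 1 it stayed at 37.0% in db/db 8w, against 2.82% in WT. The CEM-like cells were not alike between clusterings. Over all libraries their median was 8706 UMIs without integration, 6381 with the second draw and 9375 with all cells. Of them 54.3%, 55.2% and 69.6% were predicted doublets. The larger CEM-like subcluster of the main clustering had a median of 905 UMIs and 32.6% predicted doublets. With marker genes kept the values were 1746 UMIs and 28.4%. Monocyte-like cells were 3.76%, 3.01%, 3.24% and 2.56% of Mono/MAC cells in WT, db/db 8w, db/db 16w and HFD. The unresolved immune cluster, which also had markers of monocytes, was not among these cells. With marker genes kept the monocyte-like share was 5.69%, 6.90%, 9.38% and 6.24%, and without integration 0%, 0.217%, 6.13% and 0.180%. The direction to WT therefore depended on the clustering. A subcluster led by endothelial genes held 0.399% of Mono/MAC cells in db/db 8w, 3.03% in db/db 16w and 9.96% in HFD. In WT it held 0 of 1275 cells, which allows a share of up to 0.289% by the exact interval. Unnamed subclusters held 22.1%, 15.6%, 15.3% and 21.2%.

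Cycling was also measured cell by cell, as the share of Mono/MAC cells with at least 2 UMIs over 14 cell cycle genes after thinning to 1000 UMIs. This left out 51 cells in WT, 592 in db/db 8w, 120 in db/db 16w and 3 in HFD. The share was 10.2% in WT (95% interval 8.57 to 12.0), 23.4% in db/db 8w (21.4 to 25.5), 53.4% in db/db 16w (51.4 to 55.4) and 32.7% in HFD (30.6 to 34.9). Without thinning it was 59.3%, 53.8%, 84.7% and 90.1%. In stromal-like cells the thinned share was 4.37%, 6.42%, 10.9% and 8.44%, in T cell-like cells 12.1%, 17.4%, 35.6% and 40.7%, and in endothelial-like cells, which include a cluster led by cell cycle genes, 43.4% (36 of 83 cells), 36.2%, 10.3% and 18.0%. Some of the 14 genes, such as Tubb5 and H2afz, are also transcribed outside the cell cycle. In WT, db/db 8w and HFD the Mono/MAC share did not exceed the T cell-like share beyond the interval of the latter, which was 30.2 to 51.8 in HFD. A requirement of 4 UMIs moved the db/db 16w difference most, to 25.7 percentage points from 43.2.

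**Figure D4:**
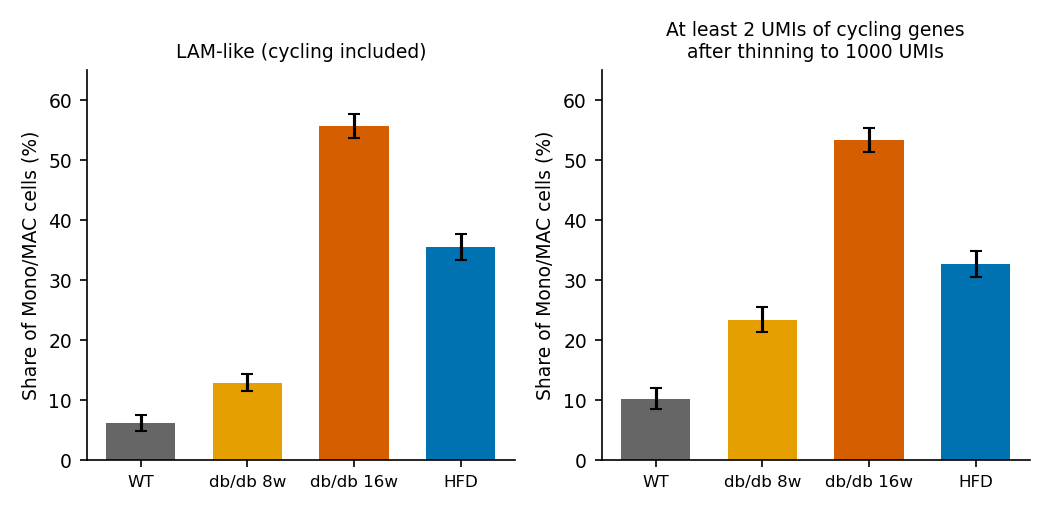
LAM-like share of Mono/MAC cells by subcluster (left) and share of Mono/MAC cells with at least 2 UMIs of cycling genes after thinning to 1000 UMIs (right), in percent. Bars are single libraries with exact 95% binomial intervals; both shares were lowest in WT (6.12% and 10.2%) and highest in db/db 16w (55.7% and 53.4%).

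Expression of 9 LAM genes (Trem2, Lipa, Lpl, Ctsb, Ctsl, Fabp4, Fabp5, Cd36 and Cd9) was then summed over the Mono/MAC cells of each library. The study singled out Cd36 and Cd9 as sorting markers on its single-cell data, so the change of both is not independent evidence. The summed level was 6439 CPM in WT (95% interval 6383 to 6495), 14348 CPM in db/db 8w (14276 to 14421), 20408 CPM in db/db 16w (20342 to 20475) and 21385 CPM in HFD (21308 to 21462). The log2 ratio to WT was 1.16 in db/db 8w (1.14 to 1.17), 1.66 in db/db 16w (1.65 to 1.68) and 1.73 in HFD (1.72 to 1.75). Taking the mean of the genes' log2 ratios in place of the sum moved these values most, to 2.84 in HFD. The median log2 ratio of the 9 genes was 1.98, 2.83 and 3.09 in that order, at percentile 100 of 10000 random lists of genes of like mean expression in each library. In HFD the median log2 ratio of all genes in Mono/MAC cells was 0.19, and relative to it the list was at 1.54. Trem2 (ENSMUSG00000023992, protein-coding, plus strand of chromosome 17, 48346401 to 48354147) rose from 118 CPM in WT to 494 CPM in db/db 8w, 1126 CPM in db/db 16w and 1076 CPM in HFD, with log2 ratios of 2.07, 3.26 and 3.19. Cd9 (ENSMUSG00000030342, protein-coding, minus strand of chromosome 6, 125460266 to 125494791) had the highest ratios of the list in db/db 8w and db/db 16w, with 4.07 and 5.26, and was at 4.70 in HFD, where its level of 331 CPM compared with 12.7 CPM in WT. Ctsb was lower than WT in db/db 8w (-0.14) and higher in db/db 16w (0.37) and HFD (0.19). Fabp4 was at 134, 2059, 1652 and 3495 CPM in Mono/MAC cells of WT, db/db 8w, db/db 16w and HFD, but at 19.1, 154, 1650 and 9070 CPM in T cell-like cells, 33.7% of which were predicted doublets in HFD. As these classes differed in depth, Fabp4 was also counted per cell, with a mean of 0.838, 9.52, 11.8 and 25.7 UMIs in Mono/MAC cells against 0.0972, 0.430, 3.03 and 30.0 UMIs in T cell-like cells. In HFD the mean was therefore not above this background, while the medians were 11 and 6 UMIs. Without Fabp4, Cd36 and Lpl, which endothelial cells also hold, the log2 ratio of the other 6 genes was 0.69 in db/db 8w, 1.42 in db/db 16w and 1.12 in HFD.

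The ligand gene Tgfb1 (ENSMUSG00000002603, protein-coding, plus strand of chromosome 7, 25687002 to 25705077) was measured in the same cells. It was at 159 CPM in WT (95% interval 151 to 168), 190 CPM in db/db 8w (182 to 199), 196 CPM in db/db 16w (190 to 203) and 259 CPM in HFD (250 to 267). The log2 ratio to WT was 0.26 in db/db 8w (0.16 to 0.36), 0.30 in db/db 16w (0.21 to 0.40) and 0.70 in HFD (0.61 to 0.79). Relative to the median log2 ratio of all genes, which was 0.09 in db/db 8w and -0.05 in db/db 16w, the Tgfb1 ratio was 0.17 in db/db 8w, 0.35 in db/db 16w and 0.51 in HFD. Naming cells one by one moved Tgfb1 most, to 0.44 in db/db 16w.

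**Figure D5:**
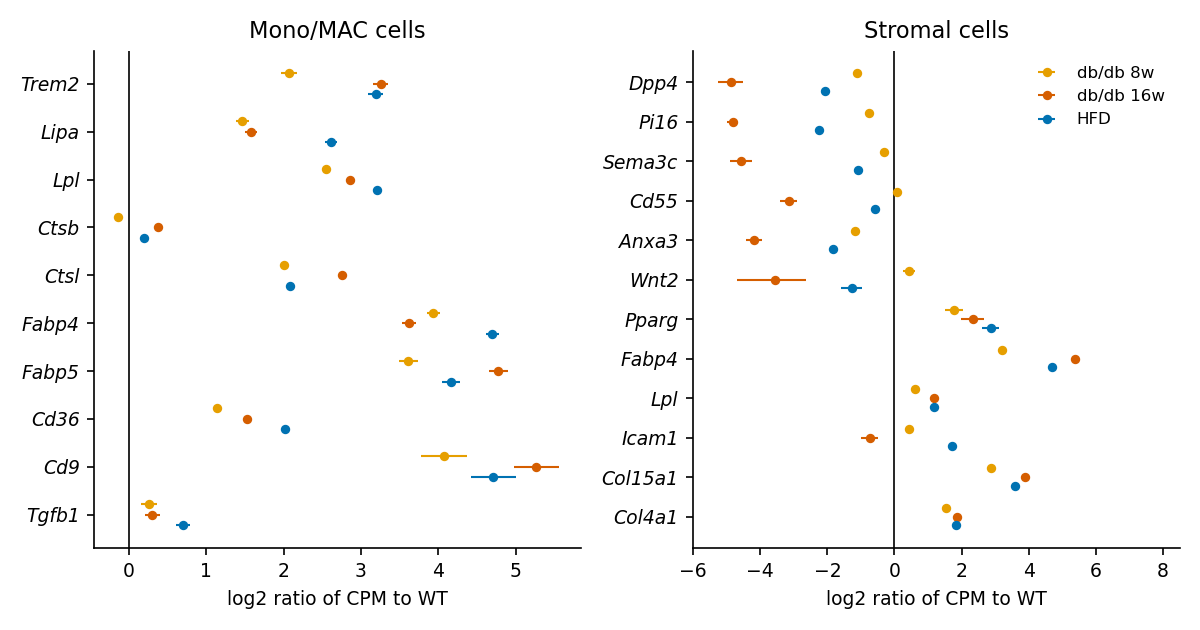
Log2 ratio of CPM to WT for the list genes in Mono/MAC cells (left) and stromal-like cells (right), in db/db 8w (yellow), db/db 16w (orange) and HFD (blue). Points are single libraries and lines are exact 95% intervals of counting error; Trem2 lay between 2.07 and 3.26, whereas Dpp4 and Pi16 lay below 0 in each library.

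In stromal-like cells the expression of 6 genes of early adipocyte progenitors (Dpp4, Pi16, Sema3c, Cd55, Anxa3 and Wnt2) was summed. The summed level was 4253 CPM in WT, 2597 CPM in db/db 8w, 191 CPM in db/db 16w and 1225 CPM in HFD. The log2 ratio to WT was -0.71 in db/db 8w (95% interval -0.73 to -0.69), -4.47 in db/db 16w (-4.58 to -4.37) and -1.80 in HFD (-1.83 to -1.77). The mean of the genes' log2 ratios moved this most, to -3.54 in db/db 16w. The median over the 6 genes was -0.54, -3.93 and -1.42, at percentiles 0.0900, 0 and 0 of 10000 random lists. Pi16, the gene with the most UMIs of the list, was at 2271 CPM in WT, 1329 CPM in db/db 8w, 80.6 CPM in db/db 16w and 483 CPM in HFD. Cd55 and Wnt2 were above WT in db/db 8w (0.06 and 0.43) and below it in db/db 16w (-3.15 and -3.56) and HFD (-0.59 and -1.27). For Wnt2 the db/db 16w value rested on 9 UMIs.

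The 6 genes of committed preadipocytes (Pparg, Fabp4, Lpl, Icam1, Col15a1 and Col4a1) had a median log2 ratio to WT of 1.26 in db/db 8w, 1.62 in db/db 16w and 1.82 in HFD, at percentiles 100, 99.99 and 99.99 of the random lists. Col15a1 rose from 67.0 CPM in WT to 492, 990 and 808 CPM in db/db 8w, db/db 16w and HFD, and Pparg from 6.67 CPM to 22.8, 33.6 and 48.6 CPM. Icam1 was above WT in db/db 8w (0.43) and HFD (1.70) and below it in db/db 16w (-0.74). Fabp4 in stromal-like cells was at 220, 2009, 9133 and 5658 CPM. Its mean of 30.9 UMIs per cell in HFD compared with 30.0 UMIs in T cell-like cells, while the medians were 15 and 6 UMIs. In db/db 8w and db/db 16w the means were 11.8 against 0.430 and 34.5 against 3.03 UMIs. Aldh1a1 was at 117 CPM in WT, 78.9 CPM in db/db 8w, 132 CPM in db/db 16w and 77.3 CPM in HFD, with log2 ratios of -0.57, 0.17 and -0.60.

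Outside the fixed lists, genes were ranked by the smallest of their 3 log2 ratios to WT, with 10 CPM added, among genes that went the same way in each of the 3 libraries of obese mice. In Mono/MAC cells the 6 genes ranked first among those higher than WT were Ctsk, Adam8, Myo1e, Syngr1, F7 and Rgs1. Ctsk (ENSMUSG00000028111, protein-coding, plus strand of chromosome 3, 95499256 to 95509362) was at 16.8 CPM in WT, 337 CPM in db/db 8w, 819 CPM in db/db 16w and 282 CPM in HFD. The smallest log2 ratio of these genes ranged from 2.25 for Rgs1 to 3.44 for Ctsk. The 6 genes ranked first among those lower than WT were Cd209f, Cd209g, Ifi27l2a, 9030025P20Rik, Fcna and Bmp2. Cd209f (ENSMUSG00000051906, protein-coding, minus strand of chromosome 8, 4102787 to 4105835) fell from 584 CPM in WT to 100 CPM in db/db 8w, 7.23 CPM in db/db 16w and 8.17 CPM in HFD, with log2 ratios of -2.43, -5.11 and -5.03. Cd209f and Cd209g are similar genes on the same chromosome, and the assignment of reads that match both was not tested. With a pseudocount of 1 CPM, the setting that moved the choice most, 3 of the 6 higher and 3 of the 6 lower genes were kept.

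In stromal-like cells the 6 genes ranked first among those higher than WT were Timp1, Fbln7, Col18a1, Tmem119, Bgn and Thbs1, and among those lower Cxcl13, Fgl2, C7, Plpp3, C3 and Sfrp2. Timp1 (ENSMUSG00000001131, protein-coding, plus strand of chromosome X, 20870166 to 20874735) was at 23.5 CPM in WT, 248 CPM in db/db 8w, 281 CPM in db/db 16w and 319 CPM in HFD. Cxcl13 (ENSMUSG00000023078, protein-coding, plus strand of chromosome 5, 95956951 to 95961068) was at 1610 CPM in WT, 282 CPM in db/db 8w, 34.7 CPM in db/db 16w and 123 CPM in HFD, with log2 ratios of -2.47, -5.18 and -3.61. With a pseudocount of 1 CPM, 3 of the 6 higher and 2 of the 6 lower genes were kept.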

Values the study reported

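The study reported 21,205 cells that passed quality control. It stated that immune cells averaged 48% of cells in db/db mice, and that about 85% of these were monocytes and macrophages. It drew 5500 cells at random from each sample, and its diet group received the HFD for 10 weeks.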

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

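Of the tests in this part, those of free RNA or reads of another library for Xist and of a different makeup of UMIs for the list genes were chosen only after the result was seen. The differences between the db/db libraries given here were not tested, as each group held 1 library.

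Xist was seen outside the comparisons between groups: 37.7% of db/db 16w cells held it, against 0.421% in WT, 0.0687% in db/db 8w and 0.146% in HFD. The study describes its mice as male and each library as a pool of 3 mice. Among db/db 16w cells with at least 10000 UMIs, 56.2% held Xist and 10.7% a Y-chromosome gene. Only 18 cells held both, where 149 were expected if the transcripts fell independently among cells of like depth, a ratio of 0.121. The Y-gene level was 0.108 times the lowest of the other 3 libraries, which argues against free RNA or stray reads added to a male library. A candidate explanation is that the library held mostly female and some male cells. Whether the pool held mice of both sexes or cells of another sample were included stays open, and a wrong label was not tested. Sex therefore stays open, as untested, beside age and genotype in each difference between db/db 16w and WT.

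Of 24 gene and class pairs looked at, 6 lay above WT in one db/db library and below it in the other. The log2 ratio of db/db 16w to db/db 8w was 0.51 for Ctsb and -1.51 for Ptprc in Mono/MAC cells, and -3.22 for Cd55, -3.99 for Wnt2, -1.17 for Icam1 and 0.74 for Aldh1a1 in stromal-like cells. Once the median log2 ratio of all genes of the class was subtracted, 5 of these genes (all but Cd55) kept opposite directions. These medians lay between -0.05 and 0.09, so that only a gene as near to 0 as Cd55 in db/db 8w (0.06) was able to change direction. This subtraction alone therefore decides nothing. A different makeup of UMIs would shift all genes of a class by the same factor. The log2 ratios of db/db 16w to db/db 8w instead went both ways within each class. They were 0.51 and -1.51 in Mono/MAC cells, and 0.74 against -3.22, -3.99 and -1.17 in stromal-like cells. For each of the 6 genes the counting intervals of the db/db libraries did not overlap. This argues against a different makeup of UMIs as the whole cause. It stays open for the side of WT on which Cd55 lay in db/db 8w. Without predicted doublets 6 of the 6 genes kept opposite directions.

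A weaker response to cell isolation throughout the db/db 16w library was tested with 14 immediate-early and heat-shock genes, which are also transcribed in intact tissue. Their log2 ratio of db/db 16w to db/db 8w was -1.89 in Mono/MAC, -1.27 in stromal-like, -1.33 in T cell-like, -0.54 in dendritic-like and 0.54 in endothelial-like cells. The value in endothelial-like cells rested on 109 cells in db/db 8w, of which 23.9% were predicted doublets, with Cldn5 at 447 CPM against 1770 CPM in db/db 16w, so it compared cells of different content and excludes nothing. The response was lower in the other 4 classes, among them both classes with the 6 genes. In Mono/MAC cells it was at 36732 CPM in WT, 18475 CPM in db/db 8w, 4993 CPM in db/db 16w and 7633 CPM in HFD. In stromal-like cells it was at 22049, 16382, 6810 and 13228 CPM in that order. It thus fell from WT to db/db 8w to db/db 16w in both classes. A gene that only rises or only falls with the response would then not lie on opposite sides of WT in the db/db libraries. For such genes this order argues against the response as the whole cause. A weaker response to isolation in db/db 16w stays open as part of the difference between the db/db libraries. Age, sex and duration of disease stay open too, and none of them was tested.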

How the results depend on the processing

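Of the tests in this part, those that left out endothelial-like clusters, cells under 1000 UMIs, subclusters led by collagen or endothelial genes, 3 LAM genes, cycling LAM-like cells or LAM-like subclusters with a mean log2 fold of their markers below 0, and those that counted the mixed or the unnamed cluster, were chosen only after the result was seen. In all, 200 values were recomputed: 89 stayed within the 95% counting interval (for named genes, within 1.5 times), 108 moved beyond it in the same direction and 3 changed direction. Except where stated, the cause was not tested. No paired analysis was possible because each group held 1 library and the labels give no number that pairs libraries. Shares are given below as differences to WT in percentage points and expression as log2 ratios to WT.

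The Mono/MAC share of immune cells was lower than WT in each library, by -1.64 in db/db 8w, -4.89 in db/db 16w and -7.36 in HFD, because this denominator leaves out non-immune cells. Without integration the immune share differed by 5.35 in db/db 8w and 12.1 in HFD, the Mono/MAC share by 2.69 in db/db 8w, 25.9 in db/db 16w and 8.05 in HFD, and the LAM-like share by 60.2 in db/db 16w and 83.0 in HFD. Of the HFD cells counted there, 631 lay in a subcluster in which 3 of 17 LAM markers were enriched, at a mean log2 fold of -0.34, and with it not counted the LAM-like share differed by 60.6 in db/db 16w and 45.6 in HFD. In the largest LAM-like subcluster 1057 of 1075 cells came from db/db 16w, and in another 662 of 689 came from HFD. With all cells too, 1260 of 1344 cells of a LAM-like subcluster came from HFD. LAM-like differences without integration therefore also carry the separation of libraries. With all cells and no integration the immune share differed by 5.49 in db/db 8w and 9.93 in HFD, the Mono/MAC share by 3.72, 24.4 and 6.98, and the LAM-like share by 16.5, 41.6 and 81.3 in db/db 8w, db/db 16w and HFD. The LAM list was then at 1.12, 1.69 and 1.71 in that order, and the progenitor list at -0.68 in db/db 8w and -1.68 in HFD.

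With the second draw the db/db 8w difference was 8.82 for the immune, 5.89 for the Mono/MAC and 15.9 for the LAM-like share, and the db/db 16w LAM-like difference was 52.9. With marker genes kept in the clustering the db/db 8w difference was 7.15 for the immune, 4.84 for the Mono/MAC and 13.9 for the LAM-like share. Named one by one, cells gave an immune difference of 12.3, 15.1 and 8.05 and a Mono/MAC difference of 6.67, 16.1 and 8.93 in db/db 8w, db/db 16w and HFD. The LAM list was then at 1.22 in db/db 8w and 1.68 in HFD, Tgfb1 at 0.36 in db/db 8w and 0.44 in db/db 16w, and the progenitor list at -0.76 in db/db 8w and -1.87 in HFD.

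With the 10% mitochondrial limit the immune difference was 28.9 in db/db 16w and 18.3 in HFD, the Mono/MAC difference 23.9 and 16.3 in the same libraries, the LAM-like difference 10.6 in db/db 8w and 44.0 in HFD, and the cycling difference 26.8 in HFD. The LAM list was at 1.18, 1.65 and 1.84 in db/db 8w, db/db 16w and HFD, and the progenitor list at -2.05 in HFD. Without predicted doublets the HFD difference was 13.3 for the immune, 9.03 for the Mono/MAC, 33.2 for the LAM-like and 11.1 for the Ptprc-positive share, and the db/db 8w LAM-like difference was 8.94. The LAM list was then at 1.65 in db/db 16w and 1.68 in HFD.

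Without endothelial-like cells in the denominator the immune difference was 44.3 in db/db 16w and 28.9 in HFD, and the Mono/MAC difference 36.6 and 22.1, since these libraries lose the most cells from it. Without cells under 1000 UMIs the immune difference was 17.5 in db/db 8w and 34.6 in db/db 16w, the Mono/MAC difference 14.1 and 29.8 in the same libraries, and the db/db 8w LAM-like difference 11.2. Counting the mixed cluster gave db/db 8w differences of 22.4 for the immune and 19.7 for the Mono/MAC share, and counting dendritic-like cells an HFD Mono/MAC difference of 13.9. When macrophage subclusters led by collagen or endothelial genes were not counted, the immune difference was 5.80, 24.7 and 11.6 and the Mono/MAC difference 3.07, 19.6 and 7.04 in db/db 8w, db/db 16w and HFD. With these subclusters left out the LAM list was at 1.64 in db/db 16w and 1.66 in HFD. Leaving CEM-like cells out of the denominator gave a db/db 8w LAM-like difference of 14.3, and leaving cycling LAM-like cells out of the numerator gave 31.1 in db/db 16w and 23.1 in HFD.

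Thinning to 2000 UMIs gave Ptprc-positive differences of 12.1, 6.77 and 18.8 and cycling differences of 21.5, 50.9 and 32.9 in db/db 8w, db/db 16w and HFD. This keeps more transcripts per cell but also leaves out more cells, for Ptprc 11.3% in WT, 36.9% in db/db 8w, 39.9% in db/db 16w and 3.02% in HFD, and for cycling 45.4% of db/db 8w against 12.1% of WT Mono/MAC cells. At least 4 UMIs of cycling genes gave 5.14, 25.7 and 8.45. The mean of the genes' log2 ratios, which weighs genes equally, was 2.16, 2.75 and 2.84 for the LAM list and -0.48, -3.54 and -1.41 for the progenitor list. Without genes above 1% of UMIs in the total the LAM list was at 1.11, 1.59 and 1.69, and without Fabp4, Cd36 and Lpl at 0.69, 1.42 and 1.12. With the unnamed cluster counted as stromal the HFD progenitor list was at -1.93. With a pseudocount of 1 CPM the named genes kept 3 of 6 higher and 3 of 6 lower in Mono/MAC cells, and 3 of 6 higher and 2 of 6 lower in stromal-like cells.

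Resolution 1 moved no immune, Mono/MAC or LAM-like difference beyond its interval. It did move the stromal-like share, to 65.3% in WT and 40.8% in db/db 8w, while the unnamed share fell to 5.89% and 8.67%. Depth limited the Lepr ratios in db/db 8w and HFD, the Wnt2 ratio in db/db 16w (9 UMIs) and the thinned shares in db/db 8w and db/db 16w, where 18.7% and 19.2% of cells had too few UMIs to be counted for Ptprc.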

Other observations

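Of the tests in this part, those of CEM-like cells library by library and under other clusterings, of the mixed cluster, of a shift shared by genes of like expression and of barcodes removed by the mitochondrial filter for the Mono/MAC share were chosen only after the result was seen. The test of the LAM list without Fabp4, Cd36 and Lpl was also chosen after the result was seen.

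Mono/MAC cells with collagen transcripts (CEM-like) made up 37.1% of Mono/MAC cells in db/db 8w and at most 3.94% in the other libraries. The contrast rested on the clustering. At resolution 1 it stayed, with a share of 37.0% in db/db 8w against 2.82% in WT. Without integration the share was 5.20% in db/db 8w against 2.18% in WT, and with marker genes kept 12.4% against 10.4%. The CEM-like cells found without integration had a median of 8706 UMIs and 54.3% were predicted doublets, so doublets stay open for them. The values below therefore hold for the cells named in the main clustering. Over all CEM-like cells 34.0% were predicted doublets. In WT, db/db 8w and db/db 16w the share was 26.5%, 31.7% and 20.3%, and their median UMIs were at most 0.233 times those of other Mono/MAC cells of the library, which argues against doublets of intact cells as the whole source there. A small CEM-like subcluster of 9, 34 and 6 cells in these libraries went the other way. Its medians were 12811, 12591 and 10800.5 UMIs, against 5166, 4975 and 5739 in other Mono/MAC cells. Of its cells 22.2%, 32.4% and 100% were predicted doublets, so doublets stay open for it. In HFD 77.0% of 74 cells were predicted doublets while their median UMIs were 0.781 times those of other Mono/MAC cells, so doublets stay open in HFD. In db/db 8w the median of 19 collagen-list UMIs was 6.33 times the T cell-like median of 3, which argues against evenly spread free stromal RNA. The medians were 13.5 against 7 in WT, 1 against 0 in db/db 16w and 9 against 3 in HFD, ratios from 1 (with 0 set to 1) to 3, so free stromal RNA stays open in these libraries. In the mixed cluster, which was not counted as CEM-like, 83.2% of cells were predicted doublets, so a macrophage and a stromal cell in 1 droplet is a candidate explanation for that cluster. In db/db 8w the larger CEM-like subcluster had a median mitochondrial share of 10.9%, against 4.88% in other Mono/MAC cells. Predicted doublets were 31.7% of it, against 3.38%. Its collagen list was at 21350 CPM and its Mono/MAC marker list at 10565 CPM, against 1175 and 21012 CPM. What the CEM-like barcodes of db/db 8w are stays open: damaged cells, cell fragments and macrophages with collagen RNA were not tested further, and age and genotype stay open.

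Few endothelial-like cells were found in WT and db/db 8w. Named one by one, 26 of the barcodes removed by the mitochondrial filter alone in WT (1.61%) and 156 in db/db 8w (2.53%) were endothelial-like. Those kept numbered 24 and 115, so the filter did take endothelial-like barcodes. With both counted the share was 0.661% in WT and 1.52% in db/db 8w, against 20.7% in db/db 16w and 26.4% in HFD. This argues against that filter as the whole cause. A difference in tissue digestion or sorting was not tested. Endothelial-like clusters held 1.98% of db/db 8w and 25.7% of db/db 16w cells, which share a genotype. They held 2.89% of WT and 25.2% of HFD cells, where the study fed WT mice. With 1 library per group, this argues against genotype as the sole cause. The high-fat diet alone would not separate db/db 8w from db/db 16w. Age stays open, as does a part played by genotype or diet.

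Named one by one, Mono/MAC-like cells were 18.9% of quality-passing cells in WT, 25.9% in db/db 8w, 36.5% in db/db 16w and 29.4% in HFD. With barcodes removed by the mitochondrial filter alone counted too, the share was 18.4%, 21.3%, 36.2% and 18.6%. The difference to WT went from 6.98 to 2.93 percentage points (95% interval 1.86 to 3.99) in db/db 8w and from 17.6 to 17.8 in db/db 16w, so unequal loss of cell types to the filter did not account for the whole of either, but may account for part of that in db/db 8w. In HFD it went from 10.5 to 0.210 (-0.852 to 1.26), so the higher Mono/MAC share in that library may be due to unequal loss. Removed barcodes held few UMIs (a median of 1645 in HFD and 754.5 in db/db 8w), so their names were less certain, and 30.7% of WT and 5.33% of db/db 8w barcodes over the limit failed another filter as well and were not counted.

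The LAM list rose in Mono/MAC cells of each library of obese mice. Endothelial RNA in macrophage droplets was weighed by leaving out Fabp4, Cd36 and Lpl, which left a smallest log2 ratio of 0.69, so it did not account for the whole rise. In HFD the mean of 25.7 Fabp4 UMIs per Mono/MAC cell was not above the 30.0 of T cell-like cells. Endothelial RNA may therefore account for the Fabp4 part of the rise there. Cd36 and Lpl lay above T cell-like cells in HFD, at 22.8 against 5.58 and 26.4 against 2.07 UMIs per cell. The ratio went from 1.73 to 1.12 with Fabp4, Cd36 and Lpl left out together, so this drop does not measure that part. In db/db 8w and db/db 16w the ratio went from 1.16 to 0.69 and from 1.66 to 1.42, but Fabp4 was at 9.52 and 11.8 UMIs per Mono/MAC cell against 0.430 and 3.03 per T cell-like cell, so these drops alone are no evidence of endothelial RNA. Leaving genes above 1% of UMIs out of the total left a smallest ratio of 1.11, but this scales every gene of a library alike and decides nothing. The median of the list was at percentile 100 of random lists in each library, which argues against a shift shared by genes of like expression. RNA quality, obesity, age and, in db/db 16w, sex stay open, and the study had singled out 2 of the 9 genes, Cd36 and Cd9, on its single-cell data.

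In WT, 61 cells (1.03%) held at least 10 UMIs of Ttr (ENSMUSG00000061808, chromosome 18, 20665280 to 20674321), which is abundant in the choroid plexus of the brain. These cells held 15630 of the 15673 Ttr UMIs of the library, and 0.236% of Ttr UMIs lay in cells with 1 or 2, which argues against spread free RNA. Of 11 choroid plexus genes, 6 had been seen before the test, among them Enpp2, which stromal cells of adipose tissue also express. Of the UMIs of the other 5 genes (Folr1, Clic6, Kl, Prlr and Sostdc1), 41.4% lay in the 61 cells. Cells of another tissue in the library are a candidate explanation. Of the 25 WT cells with Xist, 19 (76%) were among the 61, and Xist was held by 31.1% of these against 0.102% of the other cells, so a female source is a candidate explanation. Their median depth was 678 UMIs against 6292 in the others, and how they came into the library was not tested.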
